A study of Mus musculus with 4 samples. Its data were reported in "Regulation of c-SMAC formation and AKT-mTOR signaling by the TSG101-IFT20 axis in CD4+ T cells" (2023).

How the data were processed

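Immune cells were collected from the lungs of C57BL/6 mice that carry floxed Ift20 alleles, either without a Cre driver (WT) or with CD4-cre (KO), in which Cre is made in developing T cells. Mice received papain, a cysteine protease used here as an inhaled allergen, at 25 µg into the nose on 3 days in a row, were challenged again on day 14, and were examined on day 15; control mice received DPBS, a buffered saline. Live CD45.2-positive cells were sorted, and 1 single-cell RNA library was made for each of the 4 combinations of genotype and treatment with the 10x Genomics 3′ v3 chemistry. The labels do not state how many mice went into a library.

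The deposited files hold, for each library, counts of unique molecular identifiers (UMIs) per gene and cell barcode, which the authors had already restricted to called cells. Per the file headers the matrices were written by software version 3.1.0. The genome build, the gene annotation, the rule for calling cells and any removal of doublets by the authors are not stated for these libraries. Each file lists 31053 genes by Ensembl identifier and symbol. Of these identifiers, 31011 were found in the mouse annotation used here for positions (GENCODE M21 on GRCm38), 30541 of them with the same symbol; this annotation may differ from the authors'.

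Groups were taken from the genotype and treatment labels, and each group holds 1 library. The compared results, the tests, the gene lists, the cell type markers, the rule for naming genes and 15 of the processing alternatives were chosen before the data were examined. With 1 library per group no test between groups was run, and no p-value, standard error or number of changed genes was computed from cells. All differences below have no replicate check.

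Barcodes with more than 200 detected genes and under 15% mitochondrial UMIs were kept, which are the thresholds that the study states for another experiment. Doublets were scored with Scrublet in scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), and the top-scoring barcodes of each library were removed up to an expected rate of 0.8% per 1000 barcodes. That called 585 barcodes in DPBS WT, 283 in DPBS KO, 570 in Papain WT and 275 in Papain KO. The caller's own threshold would have marked only 0.0512% of the Papain KO barcodes and had not worked there. The gene minimum left out 30, 42, 75 and 16 barcodes of the libraries in the same order, and the mitochondrial limit 407, 240, 447 and 160.

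The 4 libraries were normalised, aligned by canonical correlation analysis and clustered in Seurat 5.3.0 (R 4.3.3) with 2000 variable genes, 30 dimensions and Louvain resolution 0.8. Ift20, the genes of the tested lists, and T cell receptor and immunoglobulin segment genes were kept out of the variable genes. The cells formed 26 clusters. Clusters in which at least 35% of cells had a Cd3e UMI (8767 cells) were clustered again without the T cell state genes, which gave 15 T sub-clusters.

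Each cluster was scored by the mean log2 ratio, over the markers of a class, of the share of its cells with a UMI to that share in all other cells, with 2% added to both shares. A cluster took the best-scoring class and is called by that name with the ending -like. It stayed unnamed where the score was under 1, where fewer than 3 markers were detected in at least 10% of its cells, where another class had more markers among its 10 leading genes, where the second class reached 50% of the best score with a score of at least 1, or where it was shallow with no marker of its own among its leading genes. Cells of a T sub-cluster were called CD4 T or CD8 T together where 90% of the cells with a Cd4 or Cd8 UMI were of that kind, and otherwise cell by cell from their Cd4, Cd8a and Cd8b1 UMIs. For T sub-clusters the classes of dividing cells and of type 2 innate lymphoid cells were left out of the scoring, so no T sub-cluster could take these names. The T sub-cluster led by genes of dividing cells was an exception to the 50% rule. It scored 1.63 for T and 1.39 for natural killer cells but was named cell by cell. Its 28, 9, 38 and 13 CD4 T-like cells of DPBS WT, DPBS KO, Papain WT and Papain KO enter the values of that class. A class was not compared where unnamed clusters that scored best for it held more than 40% as many cells as the class itself.

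The markers were fixed, but the scoring rule, the second clustering without T cell state genes, the merging of monocyte and of dendritic cell (DC) classes, the cell-by-cell naming of mixed T sub-clusters and the 40% limit were set after clusters had been seen. The set of compared classes was also widened then to the 8 classes compared below. An earlier second clustering that kept the state genes separated regulatory, type 2 and type 17 sub-clusters. The 40% limit excluded the natural killer (NK) class and was set after its shares had been seen. It also excludes conventional DC-like cells. Plasma-like and gamma-delta T-like cells are not excluded by it, and leaving these 2 classes out was a choice made after clusters had been seen.

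Expression is given as CPM, the UMIs of a gene per 1000000 UMIs, computed from UMIs summed over all cells of a class in a library, with exact Poisson 95% intervals. Ratios of CPM are given as log2 with exact conditional binomial 95% intervals, cells of a class per cell of another class with exact conditional odds ratio intervals, shares of cells with exact Clopper-Pearson 95% intervals, and 0 counts with the limit that 3 counts would give. For rankings and lists 0.5 UMI was added to each sum. A list is described by the median log2 ratio of its genes with at least 10 UMIs, with an interval from 2000 Poisson draws, and by the percentile of that median among 10000 random lists, each gene drawn from the 100 genes nearest in mean expression. Shares of cells with an Ift20 UMI were computed after thinning each cell to 1000 UMIs and also unthinned. All these intervals and limits cover counting error only, and neither they nor the percentiles say how far another mouse or another preparation would differ. The intervals and limits of expression treat the UMIs of 1 cell as independent. They understate the error where few cells hold most UMIs of a gene.

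Some genes on the fixed lists are not reported here. Beyond those lists, genes were named by a rule of size. In each contrast these are the 5 highest and the 5 lowest genes by the smaller of the 2 absolute log2 ratios (over both treatments, or both genotypes), among genes with the same sign in both and at least 50 UMIs. Genes whose CPM in CD4 T-like cells was under 20% of their highest CPM in another named class were left out as prone to carry-over, as were mitochondrial, ribosomal protein, T cell receptor and immunoglobulin genes. Of 10217 genes with at least 50 UMIs, 1617 were prone to carry-over and 8483 could be named.

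The ratios, intervals, naming rule and list percentiles were tested on simulated data in which 200 of 10217 genes were changed by known amounts. Counts were drawn as Poisson counts, as the intervals assume, with the same changes in both KO libraries. In the simulated comparison of KO with WT in DPBS, 95.8% of the intervals held the true ratio, and in papain 95.7% did. These shares follow from that design. They check the computation and do not show that the intervals or the naming rule hold where few cells carry most UMIs of a gene. All 10 genes that the naming rule picked over both comparisons together were truly changed. The lists were checked in the DPBS comparison only, where of 200 unchanged lists of 15 genes 5% lay outside the central 95% of random lists.

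The alternatives were more than 500 genes per cell, under 10% mitochondrial UMIs, no doublets removed, no integration, resolution 1.6, CD4 and CD8 T cells gated on transcripts in each cell, other denominators for shares, library totals scaled by TMM factors (edgeR 4.0.16), totals without mitochondrial and ribosomal protein genes, the mean over cells of each cell's CPM, list genes with at least 50 UMIs, named genes with at least 200 UMIs, carry-over-prone genes kept, and unthinned cells. The other 3 were chosen after seeing the data: mixed T sub-clusters left out, a CD8 sub-cluster with NK genes counted as CD8 T, and a mixed neutrophil and monocyte cluster counted as neutrophil. Figures were drawn with matplotlib 3.10.9.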

Results

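To examine how loss of Ift20 in T cells bears on papain-induced airway inflammation, the study compared lung immune cells of WT and KO mice after DPBS or papain. The data are 4 single-cell libraries, 1 for each combination, and the design implies 2 kinds of comparison, KO against WT within a treatment and papain against DPBS within a genotype. The files held 8552 barcodes for DPBS WT, 5946 for DPBS KO, 8444 for Papain WT and 5863 for Papain KO, 28805 in all. Total UMIs were 75675956 for DPBS WT, 56430211 for DPBS KO, 74536080 for Papain WT and 53854420 for Papain KO. After filtering, 7575, 5430, 7456 and 5436 cells were kept in the same order, with a median of 5827, 6542.5, 6181.5 and 6680.5 UMIs per cell. The KO libraries thus had fewer cells and slightly deeper ones. A count of 0 cells allows a share of up to 0.0396% in DPBS WT, 0.0552% in DPBS KO, 0.0402% in Papain WT and 0.0552% in Papain KO. All intervals below are 95% intervals for counting error only, and with 1 library per group no difference could be set against a spread between mice.

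Cell classes were rebuilt from marker genes, so differences from the study may come from the names. The clusters fell into 12 named classes. Unnamed clusters held 8.40% of the cells kept in DPBS WT, 8.55% in DPBS KO, 9.83% in Papain WT and 8.96% in Papain KO. A further 2.51%, 2.10%, 3.61% and 2.502% were T cells with no single call of CD4 or CD8. No cluster was named eosinophil-like.

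The targeted gene was examined first. Ift20 (ENSMUSG00000001105) lies on chromosome 11 from 78536361 to 78541737 on the plus strand (GRCm38, GENCODE M21), over 5377 bp, and its transcript Ift20-203 has 6 exons. A 3′ library counts the end of a transcript, so the UMIs that remain in KO cells do not measure how completely the gene was deleted. In CD4 T-like cells, 439 Ift20 UMIs were counted in DPBS WT, 116 in DPBS KO, 534 in Papain WT and 105 in Papain KO. These are 57.0 CPM (51.8 to 62.6) in DPBS WT and 21.6 CPM (17.8 to 25.9) in DPBS KO, 57.8 CPM (53.0 to 62.9) in Papain WT and 16.5 CPM (13.5 to 20.0) in Papain KO. The log2 ratio of KO to WT was -1.40 (-1.71 to -1.10) in DPBS and -1.81 (-2.12 to -1.50) in papain. Gating CD4 T cells on their transcripts moved the papain value most, to -1.38. CD8 T-like cells, whose precursors also make Cre under this driver, had log2 ratios of -1.80 in DPBS and -1.64 in papain.

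Most classes outside the T lineage kept Ift20 close to the WT level. The log2 ratio of KO to WT in B-like cells was -0.34 (-0.58 to -0.11) in DPBS and 0.06 (-0.13 to 0.26) in papain. In alveolar macrophage-like cells it was 0.10 (-0.02 to 0.21) in DPBS and -0.18 (-0.33 to -0.03) in papain. In NK-like, type 2 innate lymphoid (ILC2)-like and monocyte-like cells the ratios lay between -0.34 and 0.18, each with an interval that held 0. In neutrophil-like cells, with 10 to 37 Ift20 UMIs per library, they were -0.60 (-1.86 to 0.56) in DPBS and 0.30 (-0.42 to 1.02) in papain. T cells with no single call of CD4 or CD8 had ratios of -1.78 (-2.56 to -1.08) in DPBS but only -0.61 (-1.004 to -0.23) in papain, at 47.8 CPM in Papain KO. The genotype labels of the 4 libraries matched the Ift20 level in CD4 T-like and CD8 T-like cells.

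**Figure D1:**
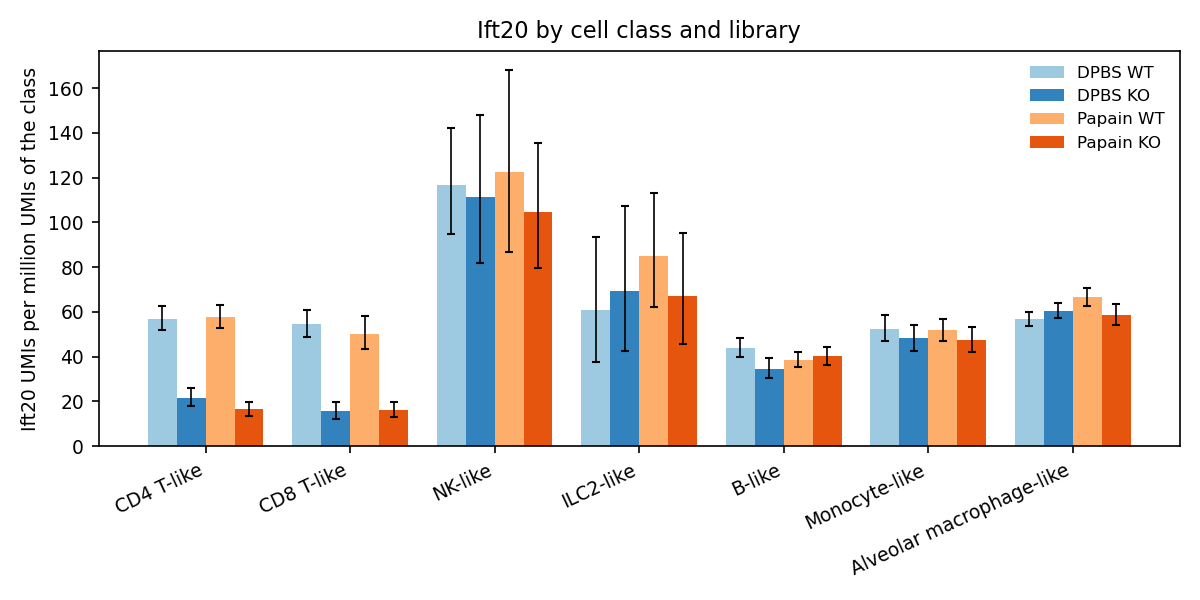
Ift20 level in CPM (vertical axis) in 7 cell classes (horizontal axis), with 1 bar per library and exact Poisson 95% intervals as error bars. In CD4 T-like cells the WT libraries stand at 57.0 and 57.8 CPM and the KO libraries at 21.6 and 16.5 CPM, while the bars of B-like, monocyte-like and macrophage-like cells lie much closer together.

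The share of CD4 T-like cells with an Ift20 UMI, after thinning each cell to 1000 UMIs, was 4.98% in DPBS WT, 2.20% in DPBS KO, 5.11% in Papain WT and 1.54% in Papain KO. Thinning left out 1 cell of Papain WT and none of the other libraries. Unthinned, the shares were 26.8%, 11.6%, 29.7% and 10.1%, at median depths of 5330.5, 5872, 5969 and 6258 UMIs. In B-like cells, in which CD4-cre should leave the gene intact, the thinned shares were 5.19%, 3.07%, 3.57% and 3.79%, the unthinned shares 17.6%, 14.2%, 18.4% and 19.4%, and the median depths 3893, 4226, 4391.5 and 4779 UMIs, with 2, 0, 3 and 0 cells left out. B cells express Ift20, so this is a comparison class and not a measure of free RNA.

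The study counted T cells, neutrophils and eosinophils by flow cytometry as cells per lung. The values here are shares of the sorted CD45.2-positive cells kept, a different denominator, and no direction against the study is drawn. CD4 T-like cells made up 16.4% (15.6 to 17.3) of the cells kept in DPBS WT, 15.9% (15.0 to 16.9) in DPBS KO, 17.9% (17.01 to 18.8) in Papain WT and 16.7% (15.7 to 17.7) in Papain KO. Between genotypes the log2 ratio was -0.05 (-0.17 to 0.08) in DPBS and -0.10 (-0.22 to 0.03) in papain, both within counting error for this class definition. Gating on transcripts gave -0.20 in DPBS and -0.27 in papain, both outside these intervals, and leaving out mixed T sub-clusters gave 0.14 in papain, so whether the genotypes differ in this share depended on the class definition. Papain against DPBS gave 0.12 (0.01 to 0.23) in WT, which reversed to -0.11 without the mixed T sub-clusters, and 0.07 (-0.07 to 0.21) in KO.

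The neutrophil-like share was higher after papain in both genotypes. It was 1.58% (1.32 to 1.89) in DPBS WT, 2.01% (1.65 to 2.42) in DPBS KO, 4.69% (4.23 to 5.20) in Papain WT and 4.29% (3.76 to 4.86) in Papain KO. Papain against DPBS gave log2 ratios of 1.57 (1.26 to 1.88) in WT and 1.09 (0.76 to 1.44) in KO. Between genotypes the ratio was 0.34 (-0.05 to 0.73) in DPBS and -0.13 (-0.38 to 0.11) in papain, both within counting error. A cluster with neutrophil and monocyte genes stayed unnamed; it held 0.739%, 0.755%, 0.872% and 1.21% of the cells of DPBS WT, DPBS KO, Papain WT and Papain KO, and counting it as neutrophil lowered the WT ratio of papain to DPBS to 1.26.

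CD8 T-like cells made up 11.9% (11.2 to 12.7) of the cells kept in DPBS WT, 10.3% (9.46 to 11.1) in DPBS KO, 6.37% (5.83 to 6.95) in Papain WT and 11.5% (10.6 to 12.3) in Papain KO. KO against WT gave -0.22 (-0.37 to -0.06) in DPBS and 0.85 (0.67 to 1.02) in papain. Gating on transcripts lowered the papain ratio to 0.64, and clustering without integration moved the DPBS ratio to -0.06. From DPBS to papain the CD8 T-like share fell in WT, with a log2 ratio of -0.90 (-1.07 to -0.74), and was 0.16 (-0.01 to 0.33) in KO.

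Of the other classes, B-like cells were the most abundant, at 29.8% in DPBS WT, 27.02% in DPBS KO, 28.2% in Papain WT and 32.0% in Papain KO. For KO against WT this share had log2 ratios of -0.14 (-0.24 to -0.05) in DPBS and 0.18 (0.09 to 0.27) in papain. Monocyte-like cells made up 8.58%, 10.5%, 11.9% and 10.1% of the libraries in the same order, with log2 ratios of KO to WT of 0.29 (0.12 to 0.45) in DPBS and -0.24 (-0.39 to -0.08) in papain. Alveolar macrophage-like cells made up 16.7%, 20.2%, 13.6% and 9.40%, with log2 ratios of 0.27 (0.16 to 0.39) and -0.53 (-0.69 to -0.38). A macrophage cluster, 1 of the 2, was led by the stress and cytokine genes Inhba, Il6, Gdf15 and Il1a. ILC2-like cells made up 0.937%, 0.939%, 1.06% and 1.47%, with log2 ratios of 0.00 (-0.55 to 0.54) and 0.47 (0.01 to 0.94). Mature DC-like cells made up 0.264%, 0.239%, 0.724% and 0.184%, or 20, 13, 54 and 10 cells, with log2 ratios of -0.14 (-1.27 to 0.94) and -1.98 (-3.12 to -0.99).

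**Figure D2:**
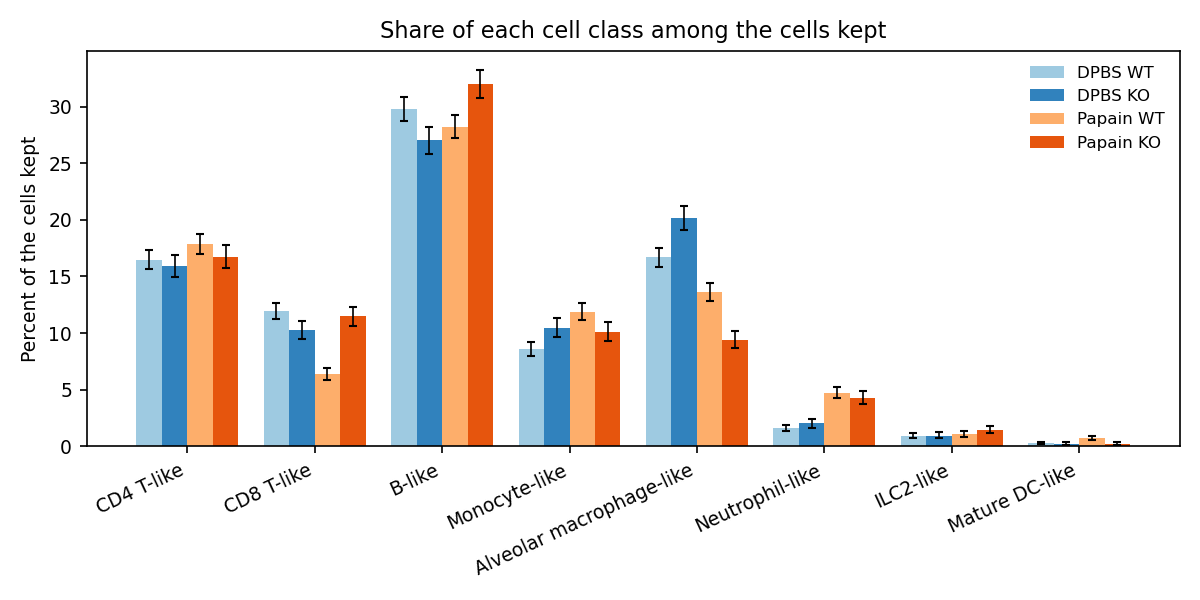
Percent of the cells kept (vertical axis) in each of the 8 compared classes (horizontal axis), with 1 bar per library and exact Clopper-Pearson 95% intervals as error bars. The neutrophil-like bars of the papain libraries, at 4.69% and 4.29%, stand above those of the DPBS libraries, and the CD8 T-like bar of Papain WT, at 6.37%, is the lowest of its class.

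NK-like cells are not compared, because an unnamed T sub-cluster that scored best for NK markers was as large as the named class. The named cluster held 157, 67, 57 and 90 cells of DPBS WT, DPBS KO, Papain WT and Papain KO, and the unnamed sub-cluster 102, 59, 117 and 88. Taken alone, the named cluster had log2 ratios of KO to WT of -0.75 in DPBS and 1.11 in papain. Conventional DC-like cells, 23, 31, 45 and 32 in number, sat beside an unnamed cluster with DC and macrophage genes of 105, 89, 250 and 130 cells and are not compared either. Gamma-delta T-like cells, 33, 24, 29 and 24 in number, and plasma-like cells, 5, 4, 26 and 12 in number, were left out too.

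The next comparison asked whether genes of AKT-mTOR signalling, glycolysis, and pyruvate and tricarboxylic acid (TCA) metabolism, which the study names from spleen CD4 T cells stimulated in culture, differed between KO and WT in lung CD4 T-like cells. For the 3 AKT-mTOR genes (Pik3ca, Akt1, Mtor) the median log2 ratio of KO to WT was 0.11 (-0.28 to 0.30) in DPBS. It lay at the 82.4th percentile of matched random lists. In papain the median was -0.23 (-0.58 to -0.09), at the 27.5th percentile. Taken singly, Akt1 was at -0.48 (-0.73 to -0.24) in DPBS and -0.23 (-0.44 to -0.03) in papain. Pik3ca was at 0.11 (-0.15 to 0.37) and -0.56 (-0.80 to -0.32). Mtor was at 0.22 (-0.29 to 0.73) and -0.22 (-0.66 to 0.22). The median of the 4 glycolysis genes (Slc2a1, Gpi1, Pgk1, Ldha) was -0.14 (-0.22 to -0.09) in DPBS, at the 21.0th percentile, and -0.10 (-0.22 to -0.03) in papain, at the 38.5th percentile. The 5 pyruvate and TCA genes (Mpc1, Pdhb, Suclg1, Fh1, Mdh2) had a median of -0.27 (-0.37 to -0.14) in DPBS, at the 2.29th percentile, and -0.12 (-0.22 to -0.00) in papain, at the 35.0th percentile. Leaving out the mixed T sub-clusters moved the median of the pyruvate and TCA genes in DPBS most, to -0.03, and that of glycolysis, to 0.03 in DPBS and 0.06 in papain. Gating on transcripts moved the pyruvate and TCA genes in papain most, to 0.01.

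The wider lists gave a similar picture, but they are not independent of the lists above. The wider glycolysis list holds Slc2a1, Gpi1, Pgk1 and Ldha, and the wider TCA cycle list holds Suclg1, Fh1 and Mdh2. The 15 wider glycolysis genes had a median of -0.17 (-0.31 to -0.12) in DPBS, at the 3.63rd percentile, and -0.14 (-0.24 to -0.12) in papain, at the 13.4th percentile. The DPBS value reversed to 0.09 without the mixed T sub-clusters and to 0.00 as a mean over cells. The 15 wider TCA cycle genes had a median of -0.28 (-0.36 to -0.20) in DPBS, at the 0.08th percentile, with 0 of the 15 genes above 0. In papain their median was -0.10 (-0.17 to -0.04), at the 43.3rd percentile. Of the lists, the wider TCA cycle list in DPBS thus lay farthest from the random lists, and it moved to -0.05 without the mixed T sub-clusters. These percentiles describe these libraries and are not a test. Gapdh, Ldha, Pgk1, Eno1, Aldoa and Tpi1 have near-identical pseudogene copies in the mouse genome among which reads could be split, so their single values are uncertain.

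The scaling matters for these small medians. In papain the median log2 ratio of KO to WT over 10217 genes was -0.12, and TMM factors raised the ratios by 0.11 there. In DPBS the median over genes was -0.06 and TMM factors raised the ratios by 0.07. Relative to the median gene, the papain medians of the glycolysis and TCA lists were therefore close to 0. TMM factors move every gene of a comparison alike, so the change of sign that they gave the glycolysis and wider TCA cycle lists in papain, to 0.02 and 0.01, follows from that shift and adds nothing to this.

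**Figure D3:**
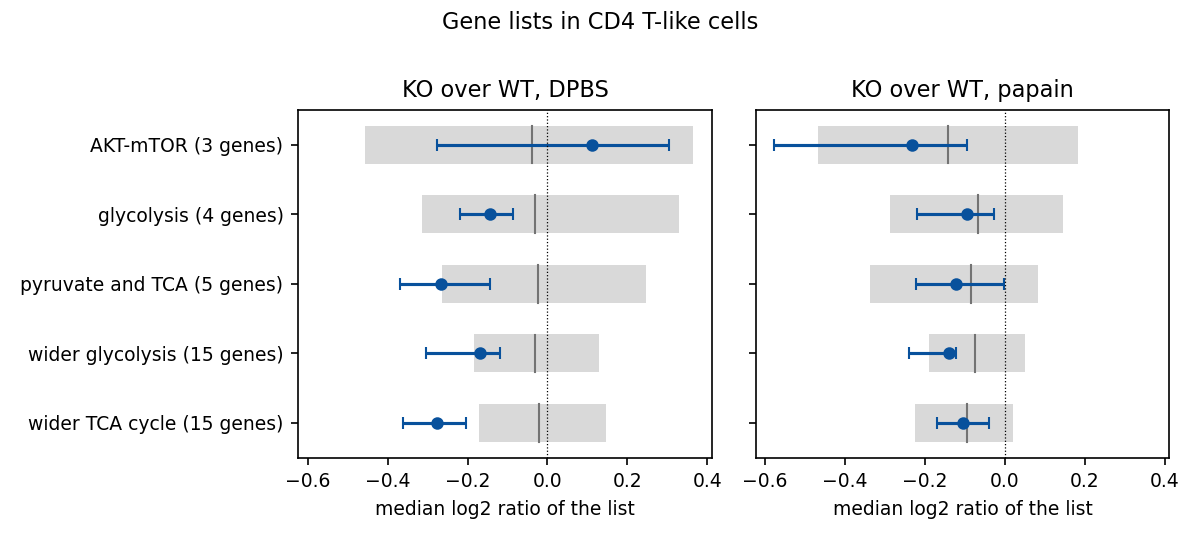
Median log2 ratio of KO to WT in CD4 T-like cells (horizontal axes) of 5 gene lists (vertical axis) in DPBS and in papain, with points for the lists, bars for their 95% counting intervals, grey bands for the central 95% of 10000 matched random lists and a grey line for the random median. In DPBS the wider TCA cycle list, at -0.28, lies well outside its band and the pyruvate and TCA list, at -0.27, at the edge of its own, and the lists in papain lie inside theirs.

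Genes of activation were examined next in CD4 T-like cells. Cd44 stood at 41.3 CPM (36.9 to 46.1) in DPBS WT, 36.6 CPM (31.7 to 42.1) in DPBS KO, 101.6 CPM (95.2 to 108) in Papain WT and 47.6 CPM (42.4 to 53.3) in Papain KO. Its log2 ratio of KO to WT was -0.17 (-0.44 to 0.09) in DPBS and -1.09 (-1.29 to -0.91) in papain. Il2ra stood at 6.75, 7.63, 51.2 and 13.5 CPM in the same order, with a ratio of 0.18 (-0.45 to 0.79) in DPBS and -1.92 (-2.27 to -1.59) in papain. Mki67, a gene of dividing cells, was lower in KO in both treatments, at -1.11 (-1.38 to -0.84) in DPBS and -1.32 (-1.53 to -1.12) in papain. Cd69 did not differ between genotypes beyond counting error, at -0.02 in DPBS and -0.02 in papain. Leaving out the mixed T sub-clusters, which include those led by Foxp3 and by genes of dividing cells, moved Il2ra in papain most, to -0.47. Gating on transcripts moved the papain ratios of Cd44 and Mki67 most, to -0.51 and -0.55.

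Genes of naive T cells went the other way or did not differ. Klf2 stood at 1294 CPM in DPBS WT, 1776 CPM in DPBS KO, 1320.0 CPM in Papain WT and 2007 CPM in Papain KO, with log2 ratios of KO to WT of 0.46 (0.42 to 0.50) in DPBS and 0.60 (0.57 to 0.64) in papain. Il7r had ratios of 0.35 and 0.23, and Ccr7 of 0.74 and 0.25, the last of which changed sign to -0.06 without the mixed T sub-clusters. Btg2 had ratios of 0.01 (-0.06 to 0.09) and 0.27 (0.21 to 0.34). Tsg101, which encodes a binding partner of IFT20, was at -0.06 (-0.31 to 0.18) and -0.21 (-0.43 to 0.01).

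Among T helper genes, Gata3 was higher in Papain WT than in the other libraries, at 193.7 CPM against 78.6 in DPBS WT, 71.1 in DPBS KO and 80.9 in Papain KO. Its log2 ratio of KO to WT was -0.15 (-0.33 to 0.04) in DPBS and -1.26 (-1.40 to -1.12) in papain. Foxp3 had the ratios 0.16 (-0.29 to 0.60) and -1.19 (-1.52 to -0.86). With mixed T sub-clusters left out, the log2 KO over WT in papain was 0.02 (-0.22 to 0.25) for Gata3 CPM in CD4 T and 1.42 (-0.05 to 3.09) for Foxp3 CPM in CD4 T, both with intervals that hold 0. A sub-cluster led by Foxp3 is among those left out, so the loss of the Foxp3 difference follows from the way that alternative is built. Tbx21 was at -0.91 (-1.67 to -0.20) and -0.28 (-0.94 to 0.37), and the DPBS value changed sign under 2 alternatives. Ifng was at -1.76 (-2.18 to -1.36) and -0.05 (-0.40 to 0.28), with up to 60 UMIs in 1 cell of DPBS WT.

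Among the cells named CD4 T-like, UMIs of the type 2 cytokine genes were seen almost only in Papain WT. Il4 had 4 UMIs in CD4 T-like cells of DPBS WT, 1 in DPBS KO, 110 in Papain WT and 0 in Papain KO. Il5 had 0, 0, 42 and 1 UMIs and Il13 had 0, 0, 179 and 0 UMIs in the same order. In Papain WT these UMIs lay in 25 cells for Il4, 12 for Il5 and 16 for Il13. The most in 1 cell were 47 of the 110 for Il4, 11 of the 42 for Il5 and 47 of the 179 for Il13. The at-least values here and below leave out the counting error of the higher library. They also treat UMIs of 1 cell as independent, so with the UMIs in so few cells the true bounds may be much lower. In papain, Il4 was at least 25.3-fold lower and Il13 at least 41.1-fold lower in KO than in WT, and Il5 had a log2 ratio of -4.85 (-10.19 to -2.30). Over all cells of the T sub-clusters, named or not, these 3 genes had 732 UMIs in Papain WT and 97 in Papain KO. That is a log2 ratio of -2.71 (-3.03 to -2.40). The values of the named class may thus overstate the difference among T cells. Whether the cells with these UMIs outside the named class are T cells was not tested. From DPBS to papain in WT, Il5 was at least 11.7-fold and Il13 at least 49.7-fold higher, and Il4 had a log2 ratio of 4.52 (3.12 to 6.42). In ILC2-like cells, which should keep Ift20, Il13 stood at 264.5 CPM in DPBS WT, 100.6 CPM in DPBS KO, 478 CPM in Papain WT and 218.6 CPM in Papain KO. The log2 ratio of KO to WT of Il13 in these cells was -1.39 (-2.05 to -0.78) in DPBS and -1.13 (-1.48 to -0.79) in papain, and that of Il5 was -0.15 (-0.69 to 0.39) and -0.67 (-1.27 to -0.09).

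Il17a had 6 UMIs in CD4 T-like cells of DPBS WT, 0 in DPBS KO, 325 in Papain WT and 166 in Papain KO. It rose with papain in both genotypes, with a log2 ratio of 5.50 (4.36 to 6.95) in WT and at least 46.7-fold in KO. The UMIs lay in few cells, 20 in Papain WT with up to 52 UMIs in 1 of them, and 11 in Papain KO with 73 UMIs in 1 of them. Between genotypes in papain the ratio was -0.43 (-0.71 to -0.16), which changed sign to 0.21 as a mean over cells. A small T sub-cluster led by Il17a, with 8, 9, 22 and 28 cells of DPBS WT, DPBS KO, Papain WT and Papain KO, stayed unnamed and is not part of these values. It scored best for B cell markers, and 100% of its cells had a UMI of the B cell gene Cd79a, so T and B cell doublets are not excluded.

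**Figure D4:**
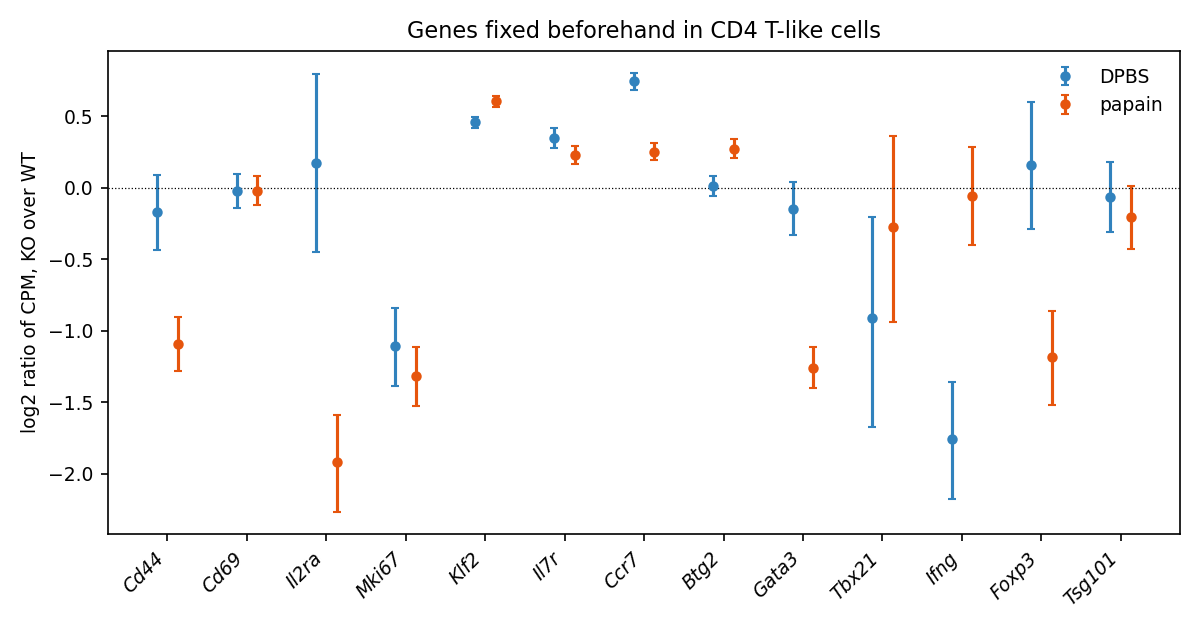
log2 ratio of KO to WT of CPM in CD4 T-like cells (vertical axis) for 13 genes on the fixed lists (horizontal axis), with points for DPBS and papain and bars for exact 95% counting intervals. In papain Cd44, Il2ra, Mki67, Gata3 and Foxp3 lie between -1.92 and -1.09 and Klf2 at 0.60; without the mixed T sub-clusters, which include 1 led by Foxp3, Gata3 and Foxp3 have no difference beyond counting error and Il2ra moves to -0.47, and with gated cells Cd44 and Mki67 move to -0.51 and -0.55.

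Over all genes, the ratios of KO to WT in DPBS and in papain were weakly related. Across 10217 genes Pearson's r was 0.14 and Spearman's rho 0.14, and 57.2% of the genes had the same sign. For the ratios of papain to DPBS in WT and in KO, r was 0.20 and rho 0.01, with 50.9% of the genes of the same sign. These were the 2 relations computed, no library is shared within either, and genes are not independent replicates, so no p-value is given. The r between treatments ranged from 0.06 to 0.16 over the alternatives, lowest with gated CD4 T cells, and that of the ratios of papain to DPBS from 0.0073 without the mixed T sub-clusters to 0.22.

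By the rule of size, the genes highest in KO against WT in both treatments were Gm45184 (ENSMUSG00000108483), Slc15a2 (ENSMUSG00000022899), Retnla (ENSMUSG00000061100), Dqx1 (ENSMUSG00000009145) and Gm31410 (ENSMUSG00000111324). Slc15a2 (chromosome 16, 36750177 to 36784962, minus strand) had 50 UMIs in DPBS WT, 131 in DPBS KO, 23 in Papain WT and 184 in Papain KO, with log2 ratios of 1.91 (1.43 to 2.41) in DPBS and 3.54 (2.91 to 4.23) in papain. Retnla had 4, 11, 15 and 726 UMIs, of which 720 of the 726 in Papain KO lay in 1 cell. For Gm45184, 1 cell held 6 of the 10 UMIs in DPBS KO, and 1 cell 25 of the 56 in Papain KO. For Gm31410, 1 cell held 16 of the 18 UMIs in DPBS WT. In DPBS KO 1 cell held 12 of its 27 UMIs, and in Papain KO 13 of 39. The lowest were Stmn2 (ENSMUSG00000027500), Lag3 (ENSMUSG00000030124), Angptl2 (ENSMUSG00000004105), Plk1 (ENSMUSG00000030867) and Depdc1b (ENSMUSG00000021697). Lag3 (chromosome 6, 124904361 to 124911705, minus strand) had 36, 6, 148 and 20 UMIs in the same order, with ratios of -2.07 (-3.60 to -0.81) and -2.35 (-3.10 to -1.67). Plk1, a gene of dividing cells, had 118, 20, 136 and 28 UMIs, with ratios of -2.04 and -1.74. Of the 20 Plk1 UMIs in DPBS KO, 11 lay in 1 cell. Stmn2 had 56, 1, 150 and 15 UMIs, with ratios of -5.29 (-10.62 to -2.75) and -2.78 (-3.66 to -2.02). Its UMIs lay in 9 cells of DPBS WT, with 19 in 1 of them, and in 12 cells of Papain WT, with 42 in 1 of them, and the intervals treat UMIs of 1 cell as independent. Angptl2 had ratios of -2.29 (-7.78 to 0.67) in DPBS and -2.33 (-3.45 to -1.37) in papain, the first with an interval that holds 0.

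In papain against DPBS, the genes highest in both genotypes were Il17a (ENSMUSG00000025929), Il17f (ENSMUSG00000041872), Il17re (ENSMUSG00000043088), Igfbp7 (ENSMUSG00000036256) and Angptl2 (ENSMUSG00000004105). Il17f (chromosome 1, 20777146 to 20790617, minus strand) had 8 UMIs in DPBS WT, 2 in DPBS KO, 166 in Papain WT and 56 in Papain KO, with log2 ratios of papain to DPBS of 4.11 (3.1 to 5.35) in WT and 4.56 (2.64 to 7.64) in KO. In Papain KO 1 cell held 28 of the 56 Il17f UMIs, and in Papain WT 1 cell held 40 of the 166. The lowest were C230037L18Rik (ENSMUSG00000084915), Rasal1 (ENSMUSG00000029602), Gm10036 (ENSMUSG00000058064), Ccdc173 (ENSMUSG00000070883) and B230322F03Rik (ENSMUSG00000097509). The interval held 0 for Ccdc173 in both genotypes, at -0.96 (-2.08 to 0.11) in WT and -0.94 (-2.42 to 0.44) in KO, and for B230322F03Rik in KO, at -0.86 (-1.99 to 0.21). Gm10036 had the most UMIs of these, 445, 552, 116 and 316 in the same order. It is annotated as a processed pseudogene, so its counts may belong to a near-identical gene and are uncertain. Slc15a2, Plk1, Angptl2, Igfbp7, C230037L18Rik, Ccdc173 and B230322F03Rik overlap a gene on the opposite strand, and whether the authors' counting used the strand is not stated, so their counts are uncertain too. Angptl2 was named in both contrasts. Of the 20 places that the rule fills, 6 to 19 went to the same gene under the alternatives, fewest without the mixed T sub-clusters.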

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

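The results of this part were picked out because WT and KO libraries, or DPBS and papain libraries, moved in opposite directions beyond their counting intervals. With 1 library per group these differences were not tested. All tests of this part were chosen only after the result was seen, except the test of Btg2 in B-like cells. Single genes of the metabolic lists are not followed up here, although some also moved this way in CD4 T-like cells. The log2 ratio of KO to WT of Mpc1 was 0.35 (0.18 to 0.52) in DPBS and -0.19 (-0.35 to -0.04) in papain. For Suclg1 it was -0.31 (-0.51 to -0.11) and 0.19 (0.01 to 0.36).

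The log2 ratio of KO to WT of the CD8 T-like share was -0.22 in DPBS and 0.85 in papain, a difference of 1.06. The alveolar macrophage-like share had ratios of 0.27 and -0.53, a difference of -0.81. For the B-like share they were -0.14 and 0.18, a difference of 0.32, and for the monocyte-like share 0.29 and -0.24, a difference of -0.52. Without integration the DPBS ratio of the CD8 T-like share was -0.061, so the DPBS side of that pattern was small under that alternative. Dividing macrophages are not part of the macrophage class, since their clusters stayed unnamed.

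Because shares add up to 100%, cells taken up or given up by other classes could move each of these shares. Set against the number of CD4 T-like cells, the differences were 1.11 for CD8 T-like, -0.76 for alveolar macrophage-like, 0.37 for B-like and -0.47 for monocyte-like cells. Dividing by CD4 T-like cells shifts the classes alike, and whether the number of CD4 T-like cells itself changed is not known, so these values decide nothing. With the counting error of both classes, the ratio to CD4 T-like cells in DPBS was -0.17 (-0.37 to 0.03) for CD8 T-like cells and -0.10 (-0.25 to 0.06) for B-like cells, and in papain it was -0.14 (-0.34 to 0.06) for monocyte-like cells, each with an interval that holds 0. The other side was 0.94 (0.73 to 1.16) in papain for CD8 T-like cells, 0.28 (0.12 to 0.43) in papain for B-like cells and 0.33 (0.13 to 0.54) in DPBS for monocyte-like cells, each with an interval apart from 0. For macrophage-like cells it was 0.32 (0.15 to 0.49) in DPBS and -0.44 (-0.64 to -0.24) in papain. A move of these classes and a move of other classes cannot be told apart, because no count of cells per lung was used here.

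For all 4 of these classes, differences between mice or between cell preparations cannot be told apart from an effect of genotype and treatment, because each group holds 1 library. An effect of Ift20 loss on the papain response stays open as an untested biological explanation.

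Among CD4 T-like cells, the share in T sub-cluster 0 moved with papain by log2 0.20 (0.01 to 0.40) in WT and -0.45 (-0.64 to -0.25) in KO, a difference of -0.65. T sub-cluster 2 moved by -0.70 (-0.92 to -0.49) in WT and 0.58 (0.29 to 0.88) in KO, a difference of 1.29. The sub-clusters differ in the heat shock gene Hspa1a, which stood at 185.3 CPM in sub-cluster 0 and 2135 CPM in sub-cluster 2 of DPBS WT. B-like cells split the same way. Their cluster 0, with 239.8 CPM of Hspa1a in DPBS WT against 3468 CPM in cluster 1, held 32.6% of the B-like cells in DPBS WT and 65.8% in DPBS KO, a log2 ratio of its share of 1.01 (0.87 to 1.15). A handling difference between the libraries is thus a candidate explanation, and the sizes of these sub-clusters were not read as T cell states.

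Ccr7 in CD4 T-like cells moved with papain by log2 0.06 (0.00 to 0.12) in WT and -0.43 (-0.49 to -0.37) in KO, a difference of -0.49. Over the alternatives the WT value ranged from -0.11 with gated CD4 T cells to 0.40 without the mixed T sub-clusters. With TMM factors it was -0.035, but such factors move every gene of a library alike, so that value decides nothing. The scaling of the library totals and a move of Ccr7 in WT cannot be told apart, because the WT value is smaller than the shift between scalings.

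Btg2 in CD4 T-like cells moved with papain by -0.12 (-0.18 to -0.05) in WT and 0.14 (0.07 to 0.22) in KO, a difference of 0.26. In B-like cells it fell in both genotypes, by -0.17 (-0.22 to -0.11) in WT and -0.11 (-0.17 to -0.05) in KO, which argues against a handling difference that acts on all cells alike. A handling difference that acts on T cells alone, a difference between mice and an effect of Ift20 loss stay open.

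Ifng in CD4 T-like cells moved with papain by -0.97 (-1.24 to -0.70) in WT and 0.73 (0.28 to 1.20) in KO, a difference of 1.70. In DPBS WT its UMIs lay in 27 cells, with 60 UMIs in 1 of them. As a mean over cells the WT value was 0.96, so the fall in WT may come from a few cells with many UMIs.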

How the results depend on the processing

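For the main results, 452 values were recomputed under 16 alternatives. Of these, 403 stayed within the counting interval of the reported value, 37 moved beyond it and 12 were counted as sign changes. Of 629 values of the other results, such as single genes, 518 stayed, 96 moved and 15 were counted as sign changes. A sign change was counted only where both ends of the reported interval had the same sign. Other values that changed sign are among those that stayed or moved. An example is the log2 ratio of KO to WT of the CD4 T share in papain. That ratio went from -0.10 to 0.14 without the mixed T sub-clusters. The tests that left out mixed T sub-clusters and that renamed a CD8 T or a neutrophil and monocyte cluster were chosen only after the result was seen. No paired analysis was possible because no library is paired with another. Except where stated, the cause was not tested.

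Without integration, the log2 ratio of the CD8 T share was -0.061 for KO to WT in DPBS and -0.68 for papain to DPBS in WT. Ccr7 CPM in CD4 T cells, papain to DPBS in WT, was -0.0029, and Pearson r across genes of the papain to DPBS ratios was 0.219. At resolution 1.6 the CD4 T share, papain to DPBS in WT, was 0.24, Ccr7 CPM -0.039, r of the KO to WT ratios 0.102 and r of the papain to DPBS ratios 0.220.

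With CD4 and CD8 T cells gated on transcripts, the CD4 T share had log2 ratios of -0.20 for KO to WT in DPBS, -0.27 in papain, 0.33 for papain to DPBS in WT and 0.26 in KO. The CD8 T share was 0.64 for KO to WT in papain and -0.59 for papain to DPBS in WT. Ift20 CPM, KO to WT in papain, was -1.38. For papain to DPBS, Il7r CPM was -0.053 in KO and Ccr7 CPM -0.11 in WT. In papain the medians were 0.0077 for the glycolysis list, 0.012 for the pyruvate and TCA list, -0.025 for the wider glycolysis list and -0.021 for the wider TCA cycle list. The r of the KO to WT ratios was 0.060.

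With mixed T sub-clusters left out, the cells of sub-clusters led by Foxp3, by genes of dividing cells and by Il23r are absent by construction. The CD4 T share was 0.14 for KO to WT in papain and -0.11 for papain to DPBS in WT. Ift20 CPM, KO to WT in papain, was -1.39. For papain to DPBS, Cd44 was -0.24 in KO and Ifng 0.60 in WT. For KO to WT, Ccr7 was -0.058, Gata3 0.016 and Foxp3 1.42 in papain, the last 2 with intervals that hold 0, and Tbx21 0.31 in DPBS. The list medians in DPBS and papain were 0.025 and 0.061 for glycolysis, -0.026 and 0.0047 for pyruvate and TCA, 0.087 and 0.045 for wider glycolysis, and -0.055 and 0.0047 for the wider TCA cycle. The r of the KO to WT ratios was 0.084 and of the papain to DPBS ratios 0.0073.

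With TMM factors, Ccr7 CPM, papain to DPBS in WT, was -0.035. The glycolysis list was -0.074 in DPBS and 0.019 in papain, the wider glycolysis list -0.099 and -0.026, and the wider TCA cycle list in papain 0.0096. With the total without mitochondrial and ribosomal protein genes, Ccr7 was -0.027, and in papain the glycolysis list was -0.024, the wider glycolysis list -0.069 and the wider TCA cycle list -0.033. These shifts follow from the scaling, which moves all genes alike.

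With the mean over cells of per-cell CPM, Il17a, KO to WT in papain, was 0.21, Tbx21, KO to WT in DPBS, 0.21, and Ifng, papain to DPBS in WT, 0.96. In DPBS the medians were -0.0044 for glycolysis, -0.14 for pyruvate and TCA, 0.0029 for wider glycolysis and -0.14 for the wider TCA cycle, and -0.12 for wider glycolysis in papain. The r of the KO to WT ratios was 0.073 and of the papain to DPBS ratios 0.165.

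With the CD8 sub-cluster with NK genes counted as CD8 T, the CD8 T share was 0.65 for KO to WT in papain and -0.68 for papain to DPBS in WT. With the mixed neutrophil and monocyte cluster counted as neutrophil, the neutrophil share, papain to DPBS in WT, was 1.26.

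Ift20 in CD4 T cells kept its direction under the 10 alternatives that give it a value, from -1.49 to -1.17 in DPBS and from -1.91 to -1.38 in papain. The neutrophil share, papain to DPBS, ranged from 1.26 to 1.61 in WT and from 0.99 to 1.15 in KO. The wider TCA cycle median in DPBS ranged from -0.32 to -0.05. The NK share had no value in most settings, the alveolar macrophage share none without doublet removal, without integration and at resolution 1.6, and the mature DC share none without doublet removal. Low counts limit the cytokine genes.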

Other observations

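Of the tests in this part, the 2 on macrophage genes were chosen before their results were seen, and the others only after the result was seen. With 1 library per group, none of them sets mice or preparations apart from the groups.

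The median of the wider TCA cycle list in DPBS was -0.28 (-0.36 to -0.20) in CD4 T-like cells. In B-like cells the same list had a median of -0.030 (-0.10 to 0.03), which argues against a difference of the whole libraries. In other classes it was -0.02 (-0.13 to 0.07) in CD8 T-like cells, -0.09 (-0.18 to -0.03) in monocyte-like cells and -0.00 (-0.04 to 0.03) in alveolar macrophage-like cells. A different mix of CD4 T sub-clusters was first tested as the median within T sub-cluster 0, which was -0.03 (-0.19 to 0.07). That test was replaced, after both values had been seen, by weighting the KO sub-clusters to the WT shares, which gave -0.16 (-0.26 to -0.08). A different mix of sub-clusters and a change within them cannot be told apart, because the weighted median lies within the central 95% of random lists for the unweighted CD4 T-like cells (-0.17 to 0.15) and within sub-clusters 0, 2, 3 and 5 taken singly each interval held 0. An effect of Ift20 loss stays open, as does a difference between mice.

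Il4, Il5 and Il13 together had 331 UMIs in CD4 T-like cells of Papain WT and 1 in Papain KO. At the UMI total of the KO cells the WT rate gives 228.0 UMIs, above the upper limit of 5.57 for a count of 1, which argues against lower depth. That limit treats UMIs of 1 cell as independent. B-like cells of Papain WT held these genes at 0.248 CPM against 35.8 CPM (32.1 to 39.9) in CD4 T-like cells, which argues against free RNA from other cells. Over all cells of the T sub-clusters, named or not, the log2 ratio of KO to WT was -2.71 (-3.03 to -2.40), from 732 UMIs in WT and 97 in KO. Cells left outside the CD4 T-like class were therefore not the whole cause, but they hold nearly all of the KO UMIs. The near absence in the named class may thus overstate the difference among T cells. Whether the cells outside it with these UMIs are T cells was not tested. The WT UMIs came from 25 cells or fewer per gene, and a difference between mice in so few cells stays open. ILC2-like cells should keep Ift20, yet their Il13 was also lower in KO. The log2 ratio was -1.39 (-2.05 to -0.78) in DPBS and -1.13 (-1.48 to -0.79) in papain. For Il5 in these cells it was -0.15 (-0.69 to 0.39) and -0.67 (-1.27 to -0.09). A cause other than loss of Ift20 within T cells therefore stays open as well.

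Arg1, Ccl24, Mmp12 and Ccl17, chosen after their values were seen, stood together at 11.7 CPM in alveolar macrophage-like cells of DPBS WT, 31.8 CPM in DPBS KO, 721 CPM in Papain WT and 47.8 CPM in Papain KO. The share of these cells with an Arg1 UMI was 1.11%, 0.731%, 15.96% and 2.15% in the same order. B-like cells of Papain WT held the 4 genes at 5.13 CPM, which argues against free RNA. Within macrophage cluster 7 alone the log2 ratio of KO to WT in papain was -3.88 (-4.17 to -3.60), so the difference did not all lie in cluster 2. Macrophages should keep Ift20, so a signal from T cells is a hypothesis, and a difference between mice or preparations stays open.

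Slc15a2 was higher in KO in CD4 T-like cells, but also in B-like cells, with a log2 ratio of 1.31 (0.99 to 1.64) in DPBS and 3.68 (3.18 to 4.21) in papain. This argues against loss of Ift20 within T cells as its cause. The ratio in monocyte-like cells was 1.08 (0.58 to 1.59) in DPBS and 4.34 (3.42 to 5.43) in papain. An inherited difference between the WT and KO mice and a library difference cannot be told apart, because genotype, mice and libraries coincide.

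The T sub-cluster led by Foxp3, Tnfrsf4 and Ccr4 held 6.50% (5.20 to 8.02) of the CD4 T-like cells in DPBS WT, 6.59% (5.03 to 8.45) in DPBS KO, 21.0% (18.8 to 23.3) in Papain WT and 10.5% (8.54 to 12.6) in Papain KO. T cell states were not compared, because the sub-clusters could not be named by state under the rule used.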
